# Gene expression profile and cancer-associated pathways linked to progesterone receptor isoform a (PRA) predominance in transgenic mouse mammary glands

**DOI:** 10.1186/s12885-018-4550-z

**Published:** 2018-06-25

**Authors:** María José Carlini, María Sol Recouvreux, Marina Simian, Maria Aparecida Nagai

**Keywords:** Progesterone receptor, Isoforms, Transgenic mice, Mammary gland, Hyperplasia, Breast cancer, Gene expression profiling, Gene set enrichment analysis, Biomarker

## Abstract

**Background:**

Progesterone receptor (PR) is expressed from a single gene as two isoforms, PRA and PRB. In normal breast human tissue, PRA and PRB are expressed in equimolar ratios, but isoform ratio is altered during malignant progression, usually leading to high PRA:PRB ratios. We took advantage of a transgenic mouse model where PRA isoform is predominant (PRA transgenics) and identified the key transcriptional events and associated pathways underlying the preneoplastic phenotype in mammary glands of PRA transgenics as compared with normal wild-type littermates.

**Methods:**

The transcriptomic profiles of PRA transgenics and wild-type mammary glands were generated using microarray technology. We identified differentially expressed genes and analyzed clustering, gene ontology (GO), gene set enrichment analysis (GSEA), and pathway profiles. We also performed comparisons with publicly available gene expression data sets of human breast cancer.

**Results:**

We identified a large number of differentially expressed genes which were mainly associated with metabolic pathways for the PRA transgenics phenotype while inflammation- related pathways were negatively correlated. Further, we determined a significant overlap of the pathways characterizing PRA transgenics and those in breast cancer subtypes Luminal A and Luminal B and identified novel putative biomarkers, such as PDHB and LAMB3.

**Conclusion:**

The transcriptional targets identified in this study should facilitate the formulation or refinement of useful molecular descriptors for diagnosis, prognosis, and therapy of breast cancer.

**Electronic supplementary material:**

The online version of this article (10.1186/s12885-018-4550-z) contains supplementary material, which is available to authorized users.

## Background

Estrogen and progesterone signaling via their receptors play important roles not only in normal mammary gland development but also in breast cancer progression [1, 2]. Gene expression profiling has revealed at least five subtypes of breast cancer: luminal A (LumA), luminal B (LumB), HER2, basal and normal [3, 4]. Importantly, the immunophenotypic evaluation, i.e.*,* the analysis of markers by immunohistochemistry such as estrogen receptor (ER), PR, Ki67, HER2 and basal cytokeratins (CK 5/6, CK14) is a useful surrogate of the gene expression defined-subtypes in the clinical setting [5].

PR is expressed from a single gene as two isoforms, PRA and PRB. The two isoforms are expressed at similar levels in the breast, but the ratio can be altered in human breast tumors, with the PRA isoform predominating [6]. Moreover, high PRA/PRB ratios predicted shorter disease-free survival in patients who received local therapy followed by adjuvant tamoxifen, indicating resistance to tamoxifen and underscoring the prognostic value of discriminating PR isoforms [7, 8]. Importantly, preclinical studies with murine and human tumors and ex vivo human breast cancer tissue culture assays showed that antiprogestin responsiveness in breast cancer is determined by the PRA/PRB expression ratio, specifically, an inhibitory effect of the antiprogestin mifepristone is only obtained in tumors with higher levels of PRA than PRB [9, 10].

In vitro, inducing a high PRA/PRB ratio in the T47D cell line conferred responsiveness to progestins to a set of genes involved in cellular metabolism and regulation of cell shape and adhesion. In accordance, progestin treatment resulted in reduced cell adhesion, which was significantly decreased even further when PRA was predominant [11]. Other studies aiming to determine the relative contributions of PR isoforms functions of PRA and PRB have employed cell lines engineered to express only a single PR isoform [12]. Due to common features, the mouse mammary gland is a useful model for normal human breast, and breast cancer [1] and transgenic mice allow exploring hormone receptor actions in the gland. Transgenic mice carrying either an additional A form of PR (PRA transgenics) or the B form of PR show abnormal mammary gland features [13]. In particular, mammary glands of PRA transgenics exhibit extensive lateral branching, ductal hyperplasia, a disorganized basement membrane and loss of cell-cell adhesion [13–15]. Studies using the molecular markers for transformation, as defined by Medina [16], revealed that these mammary glands contained at least two distinct populations of transformed epithelial cells. The ducts with normal histology contained cells resembling immortalized cells, while hyperplasias consisted of cells in later stages of transformation associated with early pre-neoplasias and exhibited increased epithelial cell proliferation [15]. Similarly, loss of coordinate expression of PRA and PRB occurs early in human breast cancer progression [17]. Therefore, evidence supports that misregulation of the PRA/PRB expression ratio can have major implications for mammary carcinogenesis.

In the present study, using the well characterized PRA transgenic mouse model, we sought to determine the full repertoire of target transcripts and pathways underlying the aberrant phenotype of mammary glands in PRA transgenics as compared with wild-type litter-mates in a relevant in vivo microenvironment under physiological hormone conditions. Further, using publicly available gene expression data sets of human breast cancer, we have explored the potential overlapping relevant pathways with breast cancer and identified novel putative biomarkers. Understanding the molecular context of deregulated PR action in the mammary gland may well accelerate the formulation of useful molecular descriptors for diagnosis, prognosis, and therapy of breast cancer.

## Methods

### Mice

Nulliparous adult FVB mice (20–25 weeks) were used in this study. The generation of PR-A transgenic mice, which carry an imbalance in the normal ratio of the two forms of PR by overexpression of the A form, has been previously described [13]. In brief, we used a binary transgenic system in which the GAL-4 gene, driven by the murine cytomegalovirus (CMV) promoter (CMV-GAL-4 mice), served as the transactivator of the PR-A gene, carrying four GAL-4-binding sites (UAS; UAS-PR-A mice). Crossing the CMV-GAL-4 mice with UAS-PR-A mice resulted in bigenic mice carrying additional PR-A gene [13]. The animals were housed in the Animal Care Division at the Institute of Oncology “Ángel H. Roffo” in an air-conditioned room at 22 °C under a 12-h light/dark cycle with access to food and tap water ad libitum and treated in accordance with the NIH Guide for Humane Use of Animals in Research.

### Harvesting mammary gland RNA

Mice were euthanized by cervical dislocation, and mammary glands were harvested from all mice at diestrus, given that serum progesterone levels and the morphological grade, epithelial proliferation, and apoptosis in the mammary gland all peak at this stage [18]. A total of seven animals were used (3 wild-type, 4 PRA transgenic). In each case, a single abdominal gland was removed following excision of lymph nodes and immediately frozen in liquid nitrogen. Tissue was pulverized in a Thermo-vac tissue pulverizer (Thermovac Industries Corp.) at liquid nitrogen temperature. The resulting powder was transferred into tubes containing 1.5 ml of Trizol reagent (Thermo Fisher Scientific Inc.) and homogenized by passing the lysate through sterile, disposable 21G needle 5 times twice. Following homogenization, samples were centrifuged at 12000×g for 10 min at 4 °C. The fatty layer above the supernatant was removed and discarded, and the cleared supernatant was transferred to a new tube. Total RNA was extracted according to manufacturer’s instructions, followed by additional column purification (RNeasy Mini Kit, Qiagen Inc.). We chose a reference-based 2-color microarray design given that it decreases intra- and inter-experimental variability by relating expression measurements of experimental RNA to a common reference, rather than relying on absolute signal intensity. At the same time, the use of spike-in controls allowed to monitor the system for linearity, sensitivity, and accuracy (https://www.genomics.agilent.com/files/Manual/Spike-in_Kit.pdf). RNA integrity was assessed using the RNA 6000 Nano Assay and Agilent 2100 Bioanalyzer (Agilent Technologies Inc.).

### Microarray analysis

Labeled cRNA was prepared from 50 ng RNA using the Low Input QuickAmp Labeling Kit Two-Color and RNA Spike-In Kit for Two colors v4.0 (Agilent Technologies Inc.) according to manufacturer’s instructions, followed by RNeasy Mini Kit (Qiagen Inc.) purification. Experimental samples were labeled with Cy5 and Universal Mouse Reference RNA (Agilent Technologies Inc.) with Cy3. Dye incorporation and cRNA yield were checked with the NanoDrop Spectrophotometer (NanoDrop Technologies Inc.). Then, 300 ng of Cy5/Cy3-labeled cRNA was fragmented and prepared for hybridization using the Gene Expression Hybridization Kit (Agilent Technologies Inc.) following manufacturer’s instructions and hybridized to SurePrint G3 Mouse Gene Expression v2 8x60K (Agilent Technologies Inc.) for 17 h at 65 °C in a rotating hybridization oven. After hybridization, microarrays were washed for 1 min at room temperature with GE Wash Buffer 1 (Agilent Technologies Inc.) and 1 min with 37 °C GE Wash buffer 2 (Agilent Technologies Inc.) containing 0.005% Triton X-100. Slides were scanned immediately after washing using the G4900DA SureScan microarray scanner system, features were extracted with Agilent Feature Extraction Software (Agilent Technologies Inc.) and good quality control metrics were confirmed for all report files. Data analyses were conducted with GeneSpring GX software (Agilent Technologies Inc.). Input data was pre-processed by baseline transformation to the median of all samples. After grouping of replicates according to their respective experimental condition differential gene expression was statistically determined by unpaired T-test with significance set at *p* < 0.05. An unbiased grouping of samples was created only on the basis of their molecular profiles by unsupervised clustering analysis. Transcripts were subjected to hierarchical clustering with Euclidean distance metrics and average linkage using GeneSpring. In the supervised analysis, the transcripts identified as differentially expressed were used for hierarchical clustering as described above.

### Gene ontology analysis

Statistically overrepresented GO categories within differentially expressed gene lists were determined using BiNGO (Biological Network GO) [19] and visualized using Cytoscape. The statistical test was the Hypergeometric test with Benjamini & Hochberg False Discovery Rate (FDR) correction and 0.05 significance level. GO annotation and ontology files were from the GO consortium (www.geneontology.org), and the reference set included all the genes on the microarray.

### Gene set enrichment analysis

GSEA [20] was carried out by using the GSEA software, version 3.0, obtained from the Broad Institute (http://www.broadinstitute.org/gsea/downloads.jsp). Expression data sets (.GCT format), phenotype labels (.CLS format) and annotations (.CHIP format) were created according to GSEA specifications. We computed overlaps with the H (hallmark gene sets), C2 (curated gene sets) and C5 (GO gene sets) collections. The C2 collection analysis was divided for the subcollections cp (canonical pathways: Biocarta, KEGG, and Reactome) and CGP (chemical and genomic perturbations), the latter was filtered by the search “mammary OR breast” and “*Mus musculus*” and “*Homo sapiens*” organisms, resulting in a collection of 442 gene sets. Gene set permutations (to avoid the potential problem of a small sample size) were done 1000 times for each analysis using the weighted enrichment statistic and signal to noise metric. Gene sets that met the false discovery rate lower than 25% criterion were considered significant. When necessary, enrichment maps [21] were plotted to visualize GSEA analysis results and overcome gene set redundancy.

For comparison purposes, GSEA files were prepared for breast cancer gene expression data (METABRIC, [22, 23], downloaded from cBIO portal [24, 25] using the PR+ samples in LumA and LumB subtypes, and the Basal and Her2+ subtypes compared with Normal. GSEA was computed with the H collection. The pathway list overlap between the significant pathways in PRA transgenics and the breast cancer subtypes was calculated with overlap stats program (http://www.nemates.org/MA/progs/overlap_stats.html) which calculates the significance of the overlap (*P* value) by using hypergeometric probability.

### Kaplan-Meier curves

Kaplan-Meier plotter (http://kmplot.com/analysis/) was used to perform a meta-analysis based biomarker assessment. Relapse-free survival curves were generated with patients split according to the best cutoff values auto-selected by the tool, using only JetSet best probe sets, removing redundant probes and excluding biased arrays. *P* values are from log-rank test.

## Results

### Transcriptional changes in PRA transgenic mammary glands

To better understand the effects of PRA overexpression on breast cancer, we compared the expression profile in mammary glands of PRA transgenics with wild-type littermates using oligonucleotide microarray analysis. 

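Total RNA from the mammary glands of 3 wild-type and 4 PRA transgenic mice was labeled with Cy5, with 1 animal per array, and hybridized together with Cy3-labeled Universal Mouse Reference RNA, a pool of mouse RNA that is the same on every array. Each spot therefore gives the level in the gland relative to the reference, and no array had the dyes swapped. The authors deposited the scanner output of Agilent Feature Extraction, in which the background had been subtracted and the dyes normalized to each other within each array. From these files the log2 ratio of the processed Cy5 to the processed Cy3 intensity was taken, control spots and spots marked as outliers were left out, and spots of the same probe were averaged. Of 56605 probes, 34288 were kept because their Cy5 signal was well above background on every array of at least 1 genotype, and the genotypes were compared on these probes with limma. No spot was saturated, and the number of arrays limits the precision. In the Cy5 channel 66.2% ± 1.72 of probes (SD, n = 3) were well above background in wild-type and 60.5% ± 1.66 (SD, n = 4) in PRA transgenic arrays (two-sided exact permutation test, p = 0.0286, the smallest p that 3 arrays against 4 allow). The Cy3 reference, the same RNA throughout, differed in the same way, with 55.7% ± 0.359 (SD, n = 3) and 51.4% ± 1.45 (SD, n = 4) of probes well above background (exact permutation test, p = 0.0286). All 7 arrays lay on 1 slide, the wild-type arrays in row 1 and the PRA transgenic arrays in row 2, so that slide row and genotype cannot be told apart.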

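Pgr, the gene of the progesterone receptor, has 4 probes on the array, of which 2 were kept. Its brightest probe (A_55_P2095663, chromosome 9 of mm9, 8968492 to 8968551) had a mean log2 ratio of 5.13 ± 1.67 (SD, n = 3) in wild-type and 4.48 ± 0.86 (SD, n = 4) in PRA transgenic glands. The log2 fold change of -0.65 (standard error 0.80, adjusted p = 0.859 from limma with Benjamini-Hochberg adjustment) was smaller than the spread between animals. Wild-type replicate 1 was the highest array at 7.05, and without it the log2 fold change was 0.31. The Cy3 reference was not well above background for this probe on any array. The remaining 3 probes also had negative log2 fold changes, from -0.53 to -0.22, and for them the reference was well above background on no more than 1 array. In Cy5 alone the brightest probe changed by -0.00781 and the others by 0.000224, 0.12 and 0.49, and the cause of the gap to the ratios was not tested. Whether the array probes detect the transcript of the transgene was not analysed here.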

The expression signatures for wild-type and PRA transgenic mammary glands were strong enough to be recognized by unsupervised clustering (Fig. 1a). 

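Over the probes kept, the mean Euclidean distance between arrays of different genotype was 118.3 and that between arrays of the same genotype 112.6, a difference of 5.77 (one-sided exact permutation test over the 35 splits of the arrays into 3 and 4, p = 0.143). In the average-linkage tree of these probes no genotype formed a branch of its own. PRA transgenic replicates 2 and 3 joined first, replicate 1 joined them, and PRA transgenic replicate 4 joined wild-type replicate 2. With no filter on dim probes the difference rose to 12.8 (exact permutation test, p = 0.0286, the smallest p possible), and the 4 PRA transgenic arrays formed a branch. Over the probes kept, a genotype formed a branch when PRA transgenic replicate 4 was left out (difference 10.4; exact permutation test, p = 0.1). In the Cy3 reference alone, the same RNA on every array and examined after the data were seen, a genotype formed a branch as well (difference 0.89; exact permutation test, p = 0.229), so a branch need not come from the glands.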

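Of the 34288 probes tested, 273 had an unadjusted limma P under 0.01 and a change of 2-fold or more, 81 higher and 192 lower in PRA transgenic glands. For 86 of the 273 the Cy3 reference, the same RNA throughout, changed more than Cy5. In Cy5 alone 78 of the 273 passed the same thresholds. After Benjamini-Hochberg adjustment over all probes, 4 probes had an adjusted p under 0.05, 3 higher and 1 lower, and 3094 had an unadjusted p under 0.05. The methods' t-test on the same probes gave 130 at P under 0.01 and 2-fold, and 1 after Benjamini-Hochberg adjustment. After normexp background correction and loess limma gave 36. The filter on dim probes also changed the count. With no filter limma gave 730 probes and the methods' t-test 400, 115 higher and 285 lower, of which 157 had a Cy5 signal that was not well above background on any array. With both channels well above background on all 7 arrays, the count was 47 of 24664 probes, 24 higher and 23 lower. The remaining dimmer probes among those kept, taken alone, gave 241, 55 higher and 186 lower. The excess of lower probes therefore lay among the dimmer probes. Without PRA transgenic replicate 4 the count over the probes kept was 449. Among the 273 probes the 3 wild-type and the 4 PRA transgenic arrays did not overlap for 267, and over all probes tested they did not overlap for 9.95%, against 5.71% by chance.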

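The probe with the lowest adjusted p was A_30_P01027230, which lies in a transcribed region of chromosome 12 of mm9 (55857943 to 55858002) that has no gene symbol in the files. Its log2 fold change was 3.56 (standard error 0.14, adjusted p = 9.27e-04 from limma). The probe for ENSMUST00000118421 on chromosome 2 rose by 3.94 (adjusted p = 0.00565) and probe A_55_P2496804 for Kdm4a on chromosome 4 by 2.88 (adjusted p = 0.00565) on the log2 scale. In Cy5 alone the probe for ENSMUST00000118421 rose by 3.24, and the reference changed by -0.72. A brighter probe for Kdm4a changed by 0.03. The fourth was probe A_55_P2722600 for Rps3a1 on chromosome 3, chosen for mention after its values were seen, with a log2 fold change of -2.02 (adjusted p = 0.00703), while the other 3 probes for Rps3a1 changed by -0.06 to 0.18. Other large changes did not pass the adjustment. Each was given by the probe of the gene with the largest change among those past the thresholds. The probes for H2bc18, Stab2, 4930412C18Rik, 1110019D14Rik and Lypd6 were not the brightest of their genes. Values of the brighter probes are not given here, so a change of the whole gene does not follow. The changes for H2bc18 (4.24) and ENSMUST00000163110 (2.37) were rises. H2bc18 was well above background in Cy5 on 1 of 3 wild-type arrays, and its log2 fold change ran from 3.32 to 5.48 with each array left out. For ENSMUST00000163110 Cy5 alone rose by 1.04 and the reference, well above background on 1 array, fell by 1.32, so that the reference made up the larger part. Stab2 had a fitted log2 fold change of -4.38 and was not well above background in Cy5 on any PRA transgenic array, which gives a level at least 10.8-fold lower when the dim arrays are set to the lowest signal among probes well above background on the same array. On the same basis 4930412C18Rik was at least 2.79-fold lower. The log2 fold changes of 1110019D14Rik, Slc5a7 and Lypd6 were -3.97, -3.36 and -3.04, and the Cy5 signal was well above background on 1, 3 and 2 of the 4 PRA transgenic arrays.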

A volcano plot representing the distribution of the fold changes (FC) and *P*-values, showed that 401 of 56,344 probes were significantly (*P* < 0.01, unpaired t-test, FC ≥ 2) different in PRA transgenic mice as compared with wild-type (255 down and 92 up-regulated, Fig. 1b). Focusing on these most differentially expressed genes (DEG), we applied clustering across samples and genes, using the Euclidean distance metric and average-linkage and plotted a heat map, where the genes (columns) and samples (rows) are ordered by their corresponding hierarchical clusters (Fig. 1c). As expected, we observed robust gene clusters from replicate data sets.

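Clustered on the 273 probes at P under 0.01 and 2-fold, of which 272 had a value on all arrays, the arrays parted by genotype, with a mean distance that was 16.1 larger between than within genotypes. These probes were chosen for their difference between the genotypes on the same arrays, so the grouping is not independent of the choice. Their median log2 Cy5 signal was 4.70, against 7.44 over all probes tested, and 41 of them had both channels well above background on all arrays.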

**Fig. 1:**
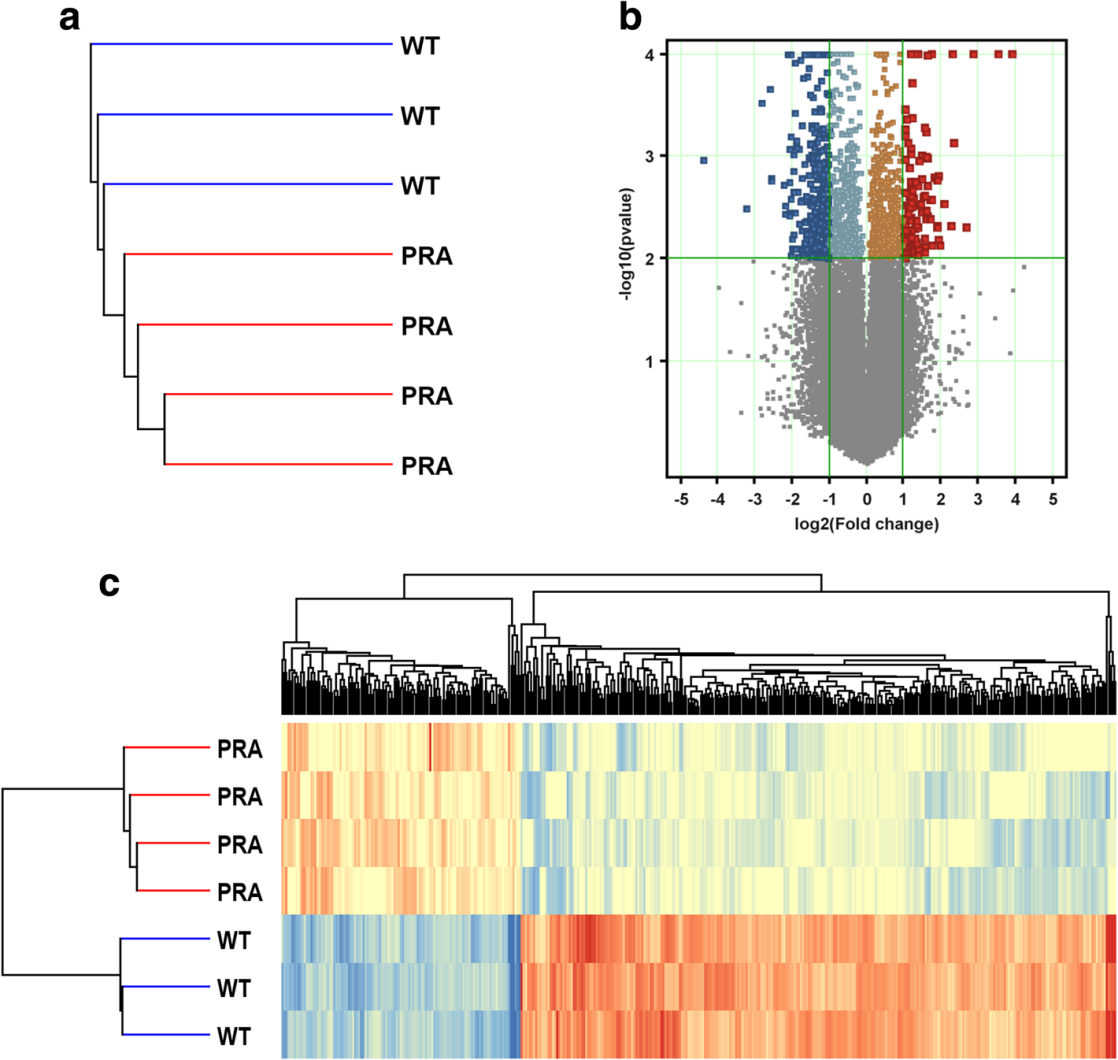
**a**) Dendrogram depicting unsupervised clustering of array data for 4 PR-A transgenics and 3 wild-type samples. **b**) Volcano plot for differentially expressed genes (DEG). DEG appear above the green horizontal line (unpaired t-test, *P* < 0.01). Genes induced > 2-fold are on the right of the right green vertical line (red colored), and the ones repressed > 2-fold are on the left of the left green vertical line (blue colored). **c**) Heat map depicting the relative fold change in expression levels of the 401 transcripts that were differentially expressed by ≥2.0-fold (*P* < 0.01, 255 downregulated, blue and 92 upregulated, red) between the PRA transgenic and the wild-type group

### Gene ontology analysis

DEGs were interrogated for their GO classes using BiNGO (Biological Network GO) to identify overrepresented functional themes, using the complete list of transcripts in the microarray as a reference set. We could not identify significantly enriched categories with this first approach. Therefore we used a less stringent cut-off (≥1.5 FC and *P* < 0.05) to define the DEG list. 

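At P under 0.05 and 1.5-fold, limma gave 1552 probes, 665 higher and 887 lower in PRA transgenic glands. The methods' t-test gave 996 on the same probes and 2236 with no filter on dim probes. Quantile normalization of the log ratios between arrays gave 1729, of which 56.2% were higher, against 42.8% higher before it.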

BiNGO mapping outputs are presented as Cytoscape graphs (Fig. 2). For the upregulated genes, the anatomical structure development category amongst the biological processes was significantly overrepresented (corrected *P* < 0.05), suggesting an active remodeling process (Fig. 2a). As for downregulated genes (Fig. 2b), there were changes mainly at the plasma membrane, as indicated by over-representation of this cellular compartment (corrected *P* < 0.01). Consequently, the enriched cellular processes included transmembrane transport and cell adhesion (corrected *P* < 0.001).

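The gene ontology categories were not analysed here. Of the Reactome pathway sets that come nearest to these processes, SLC-mediated transmembrane transport (197 genes) had a normalized enrichment score of -0.95 (FDR 91.2%), with 93 genes higher in PRA transgenic glands. Cell junction organization (61 genes) had a score of 0.88 (FDR 98.5%), with 28 genes higher, and its median log2 fold change, -0.07, had the opposite sign to the score. Neither set passed an FDR of 25%. Here and below, the FDR of a Reactome set is the Benjamini-Hochberg adjustment over 711 sets. The paper's FDR is the q-value of the GSEA software over other collections, so a limit of 25% does not mean the same in both.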

**Fig. 2:**
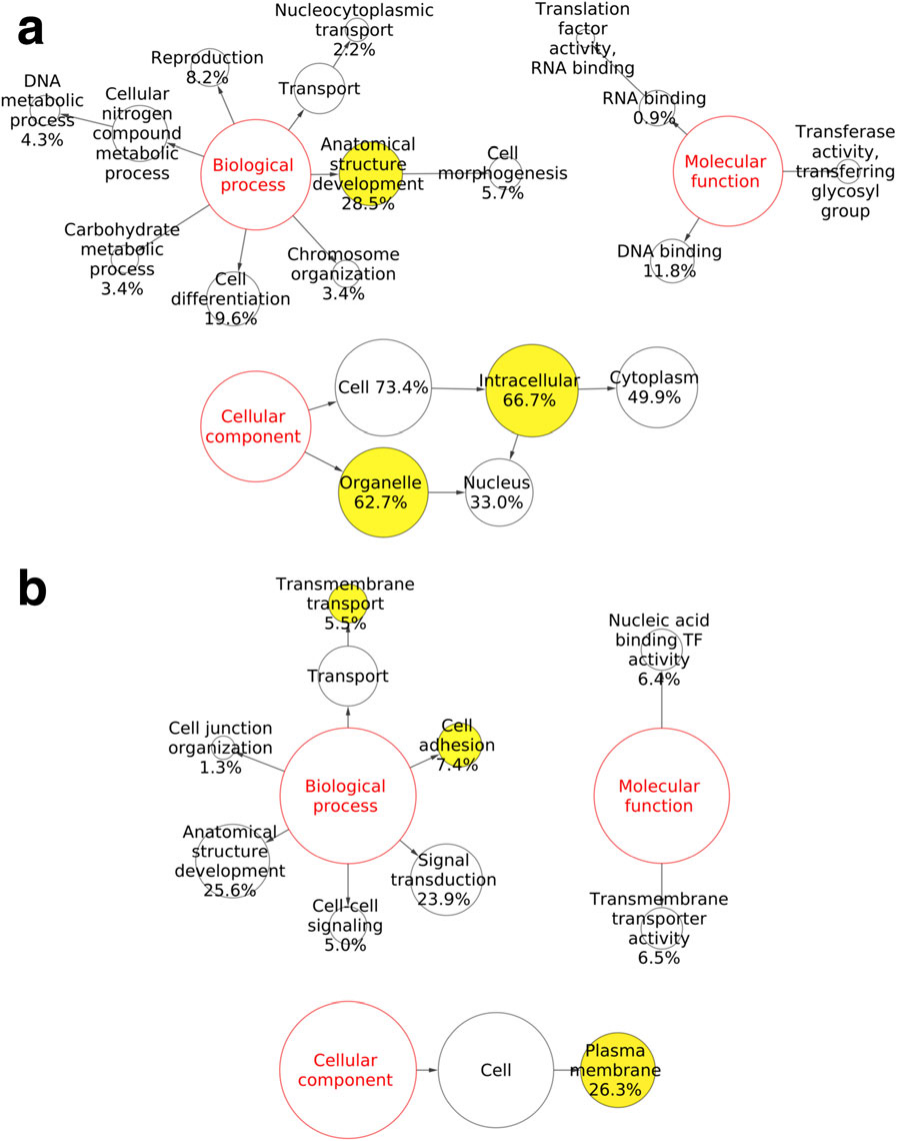
BiNGO results visualized as Cytoscape graphs for **a**) down-regulated genes and **b**) up-regulated genes in PRA transgenic mammary glands. Yellow nodes represent GO categories that are overrepresented at the significance level (*P* < 0.05, Hypergeometric Test with Benjamini & Hochberg’s False Discovery Rate correction). The size of the node is related to the number of genes in the cluster belonging to a certain GO category

Also, as an in silico approach to validate the microarray data generated in the present study, we compared our DEG data set with PR regulated genes identified in a previous study. 

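Of the 56 gene symbols printed in Table 1, 48 could be tested by the brightest probe of the gene. The direction was that of the table for 39, and 21 passed P under 0.05 and 1.5-fold in that direction by limma. By the brightest probe none had an adjusted p under 0.05 over all probes (lowest 0.0749), although probe A_55_P2496804 of Kdm4a, listed as upregulated, did (0.00565). Adjusted over the list alone, the brightest probes of 21 genes passed, among them Sdk1, which goes the opposite way. This is not independent evidence because the list was drawn up from these arrays. With any probe of the gene allowed to count, 36 genes passed, and 56 passed by the methods' t-test with no filter. The brightest probe went the opposite way for Btnl2, Nav2, Pde1c, Rgs7, Sdk1, Sh3tc2, Sncaip, Tsga10 and Vamp1. Of these, Sdk1 had a log2 fold change of 1.27 (standard error 0.39, adjusted p = 0.443 from limma), and the others lay between 0.02 and 0.58. The genes that could not be tested had a brightest probe that was not well above background on all arrays of either genotype. Of the listed genes, 43 had more than 1 probe, and 18 had a probe with the opposite direction.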

Fifty-five genes of our list (≥1.5 FC and *P* < 0.05) had been previously identified as regulated by PR in a human breast cancer cell line model that allows controlled expression of PRA/PRB [26] (Table 1).

**Table 1:** Differentially expressed genes in our gene set supported by previous data [26]

Upregulated (12)	Downregulated (43)
CACNG7 DOCK4 FAM46A GLIS3 KDM4A NEBL NLRP3 ODC1 PITX2 STEAP2 TLR4 TOM1L2	ATP8B1 BTNL2 CAV3 CDC14A DDIT4 ETS1 FAM84A FNDC5 GIGYF2 GPR39 HDAC9 IER3 IL7R KLF2 KLRC1 LAMB3 LIMCH1 LYPD1 MALT1 MAMLD1 NAV2 NEK10 NR4A1 PCDH17 PDE1C PDE4B PDE4DIP PDK4 PDZD2 RGS7 ROR1 SDK1 SH3TC2 SHISA3 SLC16A9 SNCAIP SOCS1 SYT12 TACC2 TNS1 TSGA10 TTC39A VAMP1 ZFYVE28

### Gene set enrichment analysis

GSEA was performed for the PRA > wild-type comparison using C2 (curated gene sets), C5 (GO gene sets) and the H (hallmark gene sets) collections in MSigDB. We chose to interrogate the C2 collection to identify relevant pathways, C5 to confirm and extend our previous GO analysis and H collection for detecting specific biological processes, given that the latter was developed by a combination of automated approaches and expert curation and is more effective and accurate by reducing noise and redundancy [27].

The C2 collection (chemical and genomic perturbation -CGP- sub-collection) was limited to the specific context of the mammary gland, employing a search with the terms “mammary OR breast” in the MSigDB resource. Three gene sets were positively correlated with the PRA phenotype, including two sets of genes within amplicons 16p13 and 22q13 identified in a study of 191 breast tumor samples [28]; the corresponding enrichment plots are depicted in Fig. 3a. Of note, amplicon 16p13 is one of the most frequent and well-characterized amplicons in human breast cancer. A high number of gene sets (115) were correlated with the wild-type phenotype. To overcome gene-set redundancy and help in the interpretation we used enrichment map visualization and three approximately homogeneous clusters were manually identified as: (i) gene sets related to mammary gland morphological changes or breast cancer subtypes; (ii) gene sets related to estradiol or tamoxifen response and (iii) gene sets comprising targets of polycomb complexes (Fig. 3b).

**Fig. 3:**
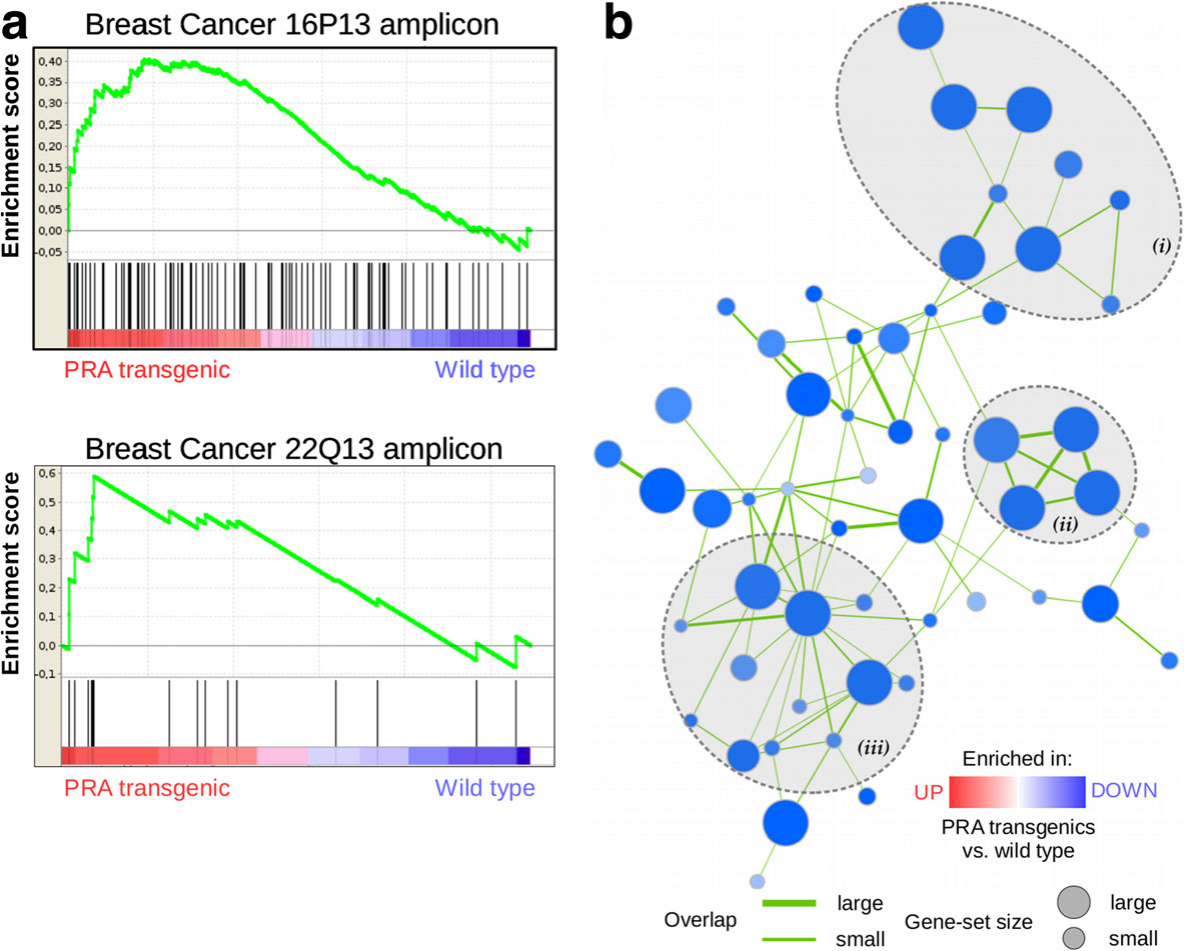
**a**) Enrichment plots showing the correlation of gene sets from breast cancer amplicons 16p13 (FDR q-value 0.106) and 22q13 (FDR q-value 0.101) with the PRA phenotype. Profile of the running enrichment score and positions of gene set members on the rank-ordered list (upregulation or downregulation of genes in PRA transgenics relative to their expression in wild-type). **b**) Enrichment map visualization of gene-sets correlating with down regulated genes in PRA transgenics showing manually identified clusters defined as (i) gene sets related to mammary gland morphological changes or breast cancer subtypes; (ii) gene sets related to estradiol or tamoxifen response and (iii) gene sets comprising targets of polycomb complexes. In the similarity network node size represents the number of genes in the gene-set; edge thickness is proportional to the overlap between gene-sets and the enrichment score is mapped to the node color as a color gradient, in this case blue (high enrichment in wild-type)

Finally, analysis of the H collection revealed eight pathways positively correlated with the PRA phenotype, including metabolism-related pathways (cholesterol homeostasis, metabolism of fatty acids, oxidative phosphorylation, glycolysis and mTORC1 signaling), as well as genes important for mitotic spindle assembly and a subgroup of genes regulated by MYC-version 2 (v2). 

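The hallmark sets were not analysed here. As the nearest data to the oxidative phosphorylation set, 83 genes of the respiratory chain and ATP synthase, chosen by symbol before the data were examined, had a median log2 fold change of 0.09, with 66 higher in PRA transgenic glands. GSEA gave a normalized enrichment score of 1.81 (p = 8.98e-04 by permutation of genes). This p treats genes as independent. The test fry, which takes the correlation between genes from the arrays, gave p = 0.623. The mean log2 ratio of the list was 0.96, 0.97 and 1.08 in the wild-type arrays and 1.40, 0.97, 1.30 and 0.69 in the PRA transgenic arrays, so that the spread between animals exceeded the difference (two-sided exact permutation test, p = 0.743). Without PRA transgenic replicate 1 the score was 0.64, without replicate 3 it was 0.97, and without replicate 4 it was 2.42. The Reactome set respiratory electron transport (74 genes) had a score of 1.57 (FDR 15.1%). This score fell to 0.51 without PRA transgenic replicate 1 and rose to 2.32 without replicate 4. The FDR of the set was 43.3% by camera and 99.7% by fry. Cholesterol biosynthesis (1.23, FDR 64.9%), glycolysis (0.95, FDR 88.9%), fatty acid, triacylglycerol and ketone body metabolism (0.75) and mTOR signalling (0.73) did not pass an FDR of 25%, nor did mitotic prometaphase (-0.95) or DNA repair (-1.16).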

Nineteen gene sets were positively correlated with the wild-type phenotype (downregulated in PRA). 

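Among the Reactome sets nearest to inflammation, TCR signaling (49 genes) had a normalized enrichment score of -1.62 (FDR 16.9%), with 15 genes higher in PRA transgenic glands. Without wild-type replicate 1 its score was -1.08 (FDR 74.8%). Signaling by interleukins (-1.35, FDR 37.5%), interferon gamma signaling (-1.27, FDR 45.9%) and the complement cascade (-0.88, FDR 93.0%) did not pass 25%. Of 18 alternatives, interleukins passed in the same direction in 4 and changed direction in 1. Interferon gamma signaling passed in 3 and changed direction in 2, and the complement cascade changed direction in 9. For the complement cascade the median log2 fold change, 0.13, had the opposite sign to the score.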

Four gene sets comprised genes involved in inflammation-related pathways. The remaining included hallmark pathways of apoptosis and UV response, epithelial-to-mesenchymal transition (EMT) and TGF-beta signaling, and the developmental hedgehog signaling pathway. 

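The Reactome sets nearest to several of these had negative scores that did not pass an FDR of 25%, namely signaling by TGF-beta receptor complex (-1.49, FDR 31.1%), signaling by hedgehog (-1.03, FDR 78.9%), apoptosis (-1.12, FDR 64.9%) and mitotic G2-G2/M phases (-1.18, FDR 58.2%). Cell junction organization, nearest to the apical junction set, had a positive score that did not pass either (0.88, FDR 98.5%). These FDR values were adjusted over 711 Reactome sets and are not the same measure as the paper's q-values over the smaller hallmark collection.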

The complete list of pathways is presented in Table 2.

**Table 2:** Significant up or downregulated pathways of the hallmark MSigDB collection in PRA transgenic mammary glands, according to GSEA analysis with FDR < 25%

	Pathways	NES	NOM p-val	FDR q-val
Upregulated	OXIDATIVE PHOSPHORYLATION	1.90	0.00	0.003
	ADIPOGENESIS	1.40	0.01	0.139
	MITOTIC SPINDLE	1.40	0.01	0.124
	GLYCOLYSIS	1.30	0.05	0.219
	CHOLESTEROL HOMEOSTASIS	1.30	0.12	0.224
	DNA REPAIR	1.20	0.10	0.259
	MTORC1 SIGNALING	1.20	0.08	0.234
	MYC TARGETS V2	1.20	0.17	0.231
	FATTY ACID METABOLISM	1.20	0.15	0.221
Downregulated	TNFA SIGNALING VIA NFKB	−2.20	0.00	0.000
	IL6 JAK STAT3 SIGNALING	−2.00	0.00	0.001
	ALLOGRAFT REJECTION	−1.90	0.00	0.003
	INFLAMMATORY RESPONSE	−1.80	0.00	0.003
	TGF BETA SIGNALING	−1.70	0.00	0.005
	KRAS SIGNALING UP	−1.60	0.00	0.025
	APOPTOSIS	−1.60	0.00	0.025
	EPITHELIAL MESENCHYMAL TRANSITION	−1.60	0.00	0.023
	UV RESPONSE DN	−1.60	0.00	0.020
	HEDGEHOG SIGNALING	−1.60	0.04	0.025
	INTERFERON GAMMA RESPONSE	−1.50	0.01	0.034
	IL2 STAT5 SIGNALING	−1.40	0.02	0.100
	COMPLEMENT	−1.30	0.04	0.125
	KRAS SIGNALING DOWN	−1.30	0.07	0.212
	HYPOXIA	−1.30	0.06	0.205
	APICAL SURFACE	−1.30	0.18	0.214
	APICAL JUNCTION	−1.30	0.07	0.203
	PI3K AKT MTOR SIGNALING	−1.20	0.13	0.239
	G2M CHECKPOINT	−1.20	0.11	0.248

*NES* normalized enrichment score, *NOM p-val* nominal *p*-value, *FDR q-val* false discovery rate q-value

The results of querying the C2.CP Reactome and KEGG pathways subcollections reinforced the findings obtained with the Hallmark collection. 

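GSEA over 711 mouse Reactome sets of 15 to 500 genes, with genes ranked by signal to noise and gene sets permuted, gave 43 sets at an FDR under 25%, 10 with higher and 33 with lower expression in PRA transgenic glands. None passed 5%. At the same limit camera gave 2 sets and fry 0. The count depended on single arrays, from 12 without PRA transgenic replicate 1 to 226 without PRA transgenic replicate 4. The paper states that the Reactome and KEGG results reinforced those of the hallmark collection.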

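The KEGG sets were not analysed here. The Reactome set steroid hormones, with 16 genes tested, had a normalized enrichment score of -0.57 (FDR 100%). Of its genes 11 were higher in PRA transgenic glands, and the median log2 fold change was 0.05, opposite in sign to the score.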

Interestingly, the steroid hormone biosynthesis KEGG pathway correlated with PRA downregulated genes (FDR = 0.106). Also, as expected, C5 GO collection provided similar results as BinGO, thus cross-checking our first analysis.

### Overlapping hallmark pathways in human breast cancer subtypes

It has been reported that the distinct stages of human breast cancer progression premalignant, preinvasive and invasive have remarkable similar transcriptomes with the most significant gene expression changes taking place in the early stages [29, 30]. Porter et al. reported that the most dramatic changes occurred at the normal to ductal carcinoma in situ (DCIS) transition, including the uniform downregulation of 34 genes; while no “in situ” or “invasive” signature was clear [30]. Further, aberrant PR isoform ratios are detected early in the progression of breast lesions from the normal state to malignancy [17]. In view of this, we aimed to assess to what extent the key pathways described above for the PRA > wild-type comparison (Table 2) were similarly enriched in human breast cancer tumor samples of different subtypes. To this end, we determined the enriched pathways for breast cancer subtypes using the transcriptomic data from a much larger data set (METABRIC, [22, 23]) downloaded from cBioPortal [24, 25]. We run GSEA analysis using the hallmark collection with this data, comparing the subtypes mainly positive for PR, LumA and LumB, with normal. Then, we calculated the overlap of the obtained pathways with those identified in our study (Table 3). Of note, we observed a significant overlap of upregulated pathways between the mammary glands of PR-A transgenic and the human LumB breast cancer subtype. Further, the downregulated pathways overlapped significantly with both LumA and LumB subtypes, while no overlapping was observed with the pathways associated with the non-PR expressing subtypes Her2 and Basal (data not shown). To narrow down further analysis we focused on the most upregulated and downregulated pathways: oxidative phosphorylation and TNFA signaling via NFKB, respectively to study the participating genes in more detail.

**Table 3:** Significantly up and downregulated hallmark pathways for breast cancer subtypes and statistical significance of the overlap with those found for PRA transgenics

		Number of significant pathways in the set (out of 50 total)	Number of overlapping pathways	*P* value
Upregulated	PRA Transgenic	8		
	Luminal A	10	3	0.188
	Luminal B	15	5	**0.043**
Downregulated	PRA Transgenic	19		
	Luminal A	28	16	**0.002**
	Luminal B	24	15	**7.10E-04**

Bolded values indicate statistically significant overlap (i.e., *p*-value < 0.05)

### Genes from the oxidative phosphorylation pathway

When comparing genes obtained by GSEA statistic computation and Genespring (which we used to obtain our list of DEG) we found only two genes from the oxidative phosphorylation pathway overlapping between PRA transgenics and LumB subtype that were in both lists (Table 4 and Additional file 1: Table S1 for a complete list of the genes identified by GSEA analysis). However, one of these (TIMM9) was not significantly modulated in the breast cancer dataset, neither had an impact in patient survival (Additional file 1: Figure S1). On the other hand, PDHB (Pyruvate dehydrogenase E1 component subunit beta, mitochondrial) upregulated in PRA transgenics (FC 1.43, *P* = 0.02) although with a FC at the borderline of our criteria (≥1.5 FC and *P* < 0.05) was not only upregulated in LumB subtype from the METABRIC study, as expected from GSEA analysis, but also in LumA subtype (Fig. 5a). Moreover, we explored the potential prognostic value of PDHB using Kaplan Meier plotter [31] and found that high PDHB expression correlated with poor relapse-free survival for patients with LumA, LumB and Basal tumor subtypes (Fig. 4b).

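For Timm9, 4 of its 5 probes were kept. The brightest (A_55_P2755119, chromosome 12 of mm9, 72224312 to 72224371) had a log2 fold change of 0.32 (standard error 0.21, adjusted p = 0.703 from limma) and was higher in 3 of 4 PRA transgenic arrays than in any wild-type array. Probes A_52_P182520 and A_55_P2935865 rose by 0.91 and 1.01, and for both every PRA transgenic array lay above every wild-type array.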

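Pdhb has 3 probes, on chromosome 14 of mm9. The brightest (A_55_P1953972, 8998548 to 8998607) had a mean log2 ratio of 0.90 ± 0.32 (SD, n = 3) in wild-type and 1.36 ± 1.01 (SD, n = 4) in PRA transgenic glands, a log2 fold change of 0.46 (standard error 0.52, adjusted p = 0.843 from limma). It was lower in 1 PRA transgenic array than in any wild-type array. Probe A_55_P1969775 had a log2 fold change of 0.51 (standard error 0.17, adjusted p = 0.462 from limma) and was higher in every PRA transgenic array than in every wild-type array.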

**Table 4:** Genes contributing to the upregulated oxidative phosphorylation pathway and the downregulated TNFA signaling through NFKB pathway in PRA transgenics and LumA/LumB subtypes

Gene symbol	FC	*P*-value
TIMM9	1.8	0.019
PDHB	1.4	0.024
IL7R	−4.6	0.036
KYNU	−3.1	0.006
EGR3	−2.9	0.029
EGR1	−2.9	0.037
MSC	−2.4	0.022
LAMB3	−2.3	0.001
BMP2	−2.0	0.019
PDE4B	−2.0	0.018
NR4A1	−1.9	0.032
FOSB	−1.9	0.011
KLF2	−1.8	0.041
PMEPA1	−1.8	0.043
JUNB	−1.6	0.009
CD44	−1.6	0.035
CCL2	−1.5	0.001
IER2	−1.5	0.047
ZFP36	−1.5	0.029

*P*-value and fold change (FC) of PRA/wild-type comparison

**Fig. 4:**
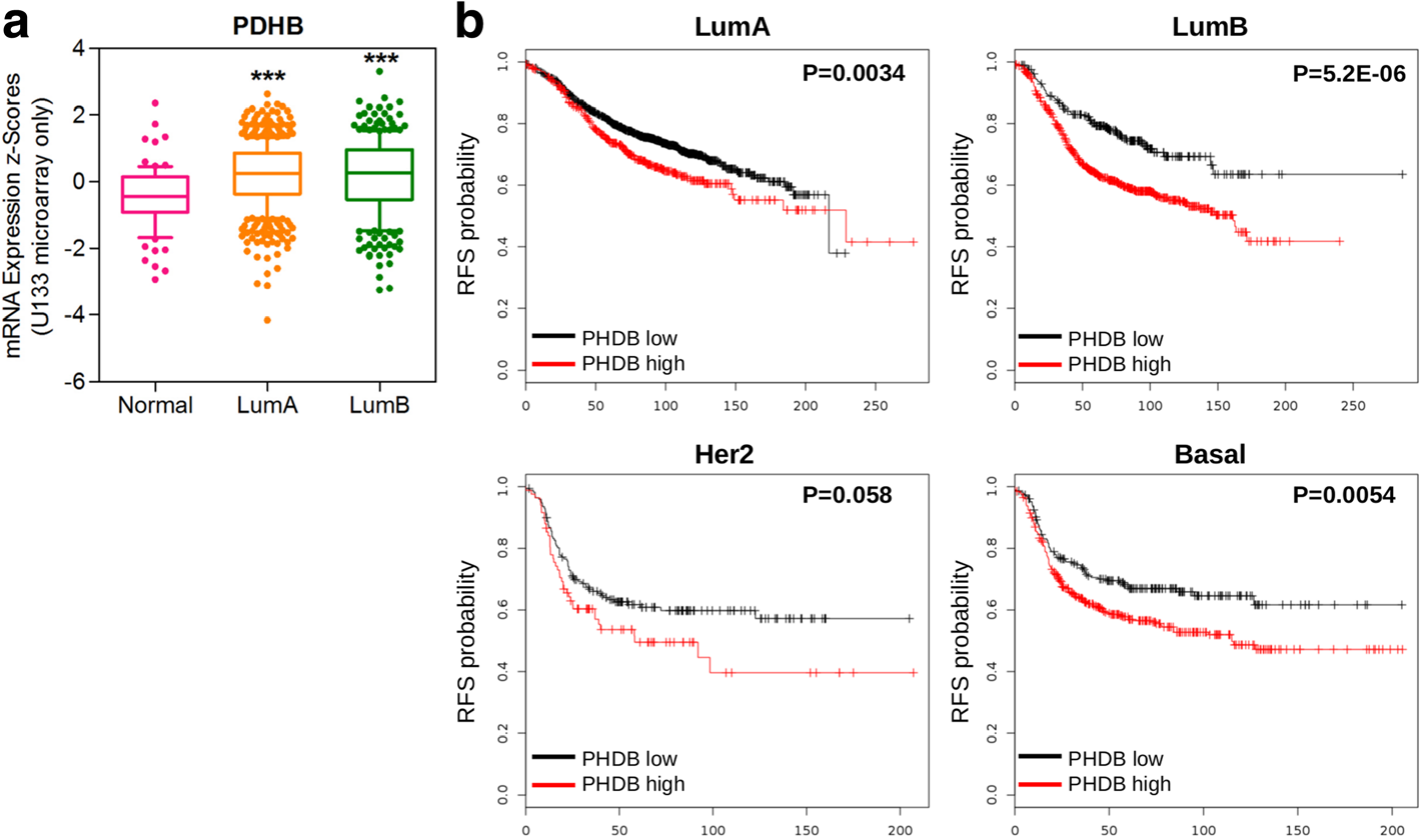
**a**) PDHB expression, from the oxidative phosphorylation pathway, in samples from the METABRIC study, classified by subtype. ***P < 0.001 One-way ANOVA Tukey’s multiple comparison test. **b**) Relapse-free survival curves according to PDHB expression for the different molecular subtypes

### Genes from the TNFA signaling via NFKB pathway

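Of the 19 genes of Table 4, 18 were tested by their brightest probe, and all 18 changed in the direction of the table. By limma 13 had an unadjusted P under 0.05, 0 had an adjusted p under 0.05 over all probes (lowest 0.340), and 13 did when adjusted over the list alone, which is not independent evidence because the genes were chosen on these arrays. The median log2 fold change of the 16 downregulated genes tested was -0.76. The largest was that of Il7r, -2.19 (standard error 0.65), followed by Egr1 (-1.51), Msc (-1.29), Egr3 (-1.20) and Bmp2 (-1.02). For Il7r, Msc and Bmp2 the Cy3 reference was not well above background on any array. In Cy5 alone these genes changed by -1.90, -0.73 and -0.41, and Egr1 and Egr3 by -1.42 and -1.32. Without wild-type replicate 1 the log2 fold change of Il7r was -1.33 and that of Egr1 -1.80. Those of Nr4a1, Klf2, Pmepa1, Junb, Cd44, Ccl2, Zfp36, Ier2 and Fosb lay between -0.92 and -0.36. Every PRA transgenic array was lower than every wild-type array for each downregulated gene tested except Klf2, Cd44, Ier2, Lamb3 and Pde4b. The brightest probe of Kynu was well above background in Cy5 on 2 of 3 wild-type arrays and on no PRA transgenic array, and was not tested. For Lamb3 the brightest probe changed by -0.32 (standard error 0.36), and probe A_55_P2929593, with a log2 fold change of -1.17, was not well above background on any array. The brightest probe of Pde4b changed by -0.04. From these genes the paper turns to luminal tumors, where it reports them, except CD44, as lowered in luminal A, luminal B or both, and to their potential prognostic value.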

For this pathway, we found several genes from our original list overlapping with the LumA and LumB phenotypes (Table 4 and Additional file 1: Table S2 for a complete list of the genes identified by GSEA analysis). With the only exception of CD44, when analyzing the expression data for these genes in the METABRIC study, they were downregulated in the LumA and/or LumB phenotypes, compared with normal as it was expected (9/17 downregulated in both subtypes, 1/17 only in LumA, 6/17 only in LumB). Fig. 5a shows the plot for LAMB3 as an example (see Additional file 1: Figure S2 for the remaining genes). The potential prognostic value of these genes was also assessed, showing promising results for many of them. The Kaplan Meier plots for LAMB3, indicating that low expression was correlated with poor relapse-free survival for patients with LumA and LumB tumor subtypes is shown in Fig. 5b. Globally, low expression of 16/17 genes correlated with poor relapse-free survival in luminal subtype breast cancer (11/17 with both subtypes, 2/17 only with LumB, 3/17 only with LumA, 1 discordant, Additional file 1: Figure S3).

**Fig. 5:**
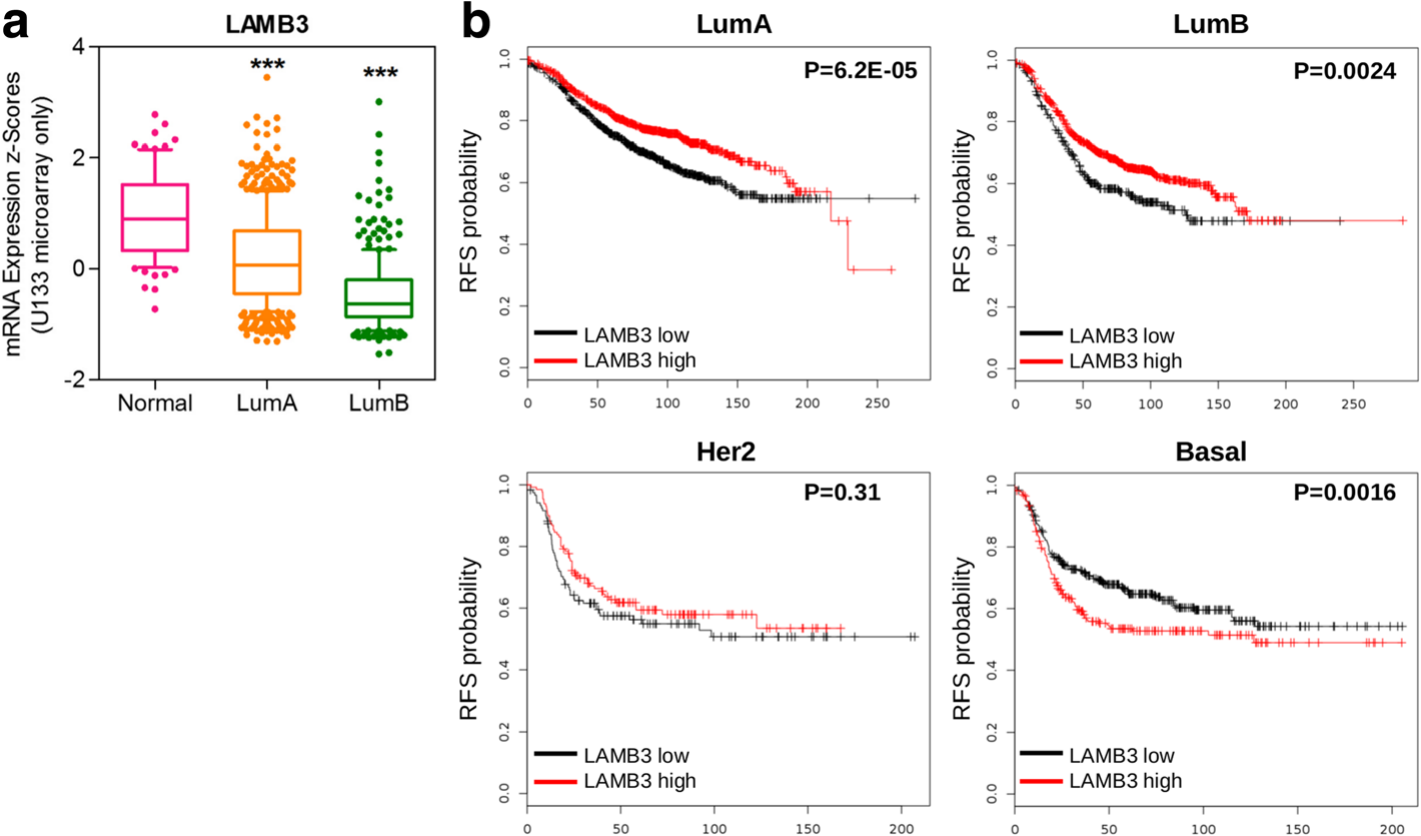
**a**) LAMB3 expression, from the TNFA signaling through NFKB pathway, in samples from the METABRIC study, classified by subtype. ***P < 0.001 One-way ANOVA Tukey’s multiple comparison test. **b**) Relapse-free survival curves according to LAMB3 expression for the different molecular subtypes

## Discussion

Changes in the native ratio of A to B isoforms of PR have major implications to normal mammary gland biology and also tumorigenesis. For this reason, several groups have previously used expression profiling to identify genes associated with PRA:PRB imbalanced ratio in breast cancer cell lines [11, 26, 32, 33]. However, none have explored the transcriptional changes of preneoplastic lesions that are associated with PRA:PRB imbalance and tumor progression in an in vivo model. In this study, we took advantage of PRA transgenics, a previously described transgenic mouse model where PRA isoform is predominant. Using oligonucleotide microarray technology, we identified the complete repertoire of genes that are altered in expression in the abnormal mammary glands of PRA transgenics and characterized the associated pathways. Importantly, several of the DEG identified in this study (Table 1) had been previously reported as PR targets [26].

Based on the distinct transcriptomics of PRA transgenics, we first identified by GO analysis an enrichment in the biological processes anatomical structure development and cell adhesion for upregulated and downregulated genes, respectively (Fig. 2a and b). This is in accordance with the key morphological features of PRA transgenic mammary glands, including extensive lateral branching, the disruption in the organization of the basement membrane and a decrease in cell–cell adhesion [13]. The influence of PRA:PRB ratio in cell adhesion has also been described in PR-positive T-47D breast cancer cells in which PRA can be induced to result in PRA predominance. Cell adhesion of T-47D cells was decreased upon progestin treatment and reduced even further with PRA predominance [11]. Another enriched biological process identified in this study for downregulated genes was transmembrane transport, and the cell membrane itself was enriched amongst the cellular compartments. Similarly, Richer et al. found an extensive number of genes involved in membrane-initiated events that were regulated by PR isoforms in response to progesterone, thus stressing the membrane as an important target of progesterone action [33]. Also, more recently, SLC- mediated transmembrane transport was found amongst enriched pathways in human breast PRA high tumors as compared to PRB high tumors [10].

Then, we used GSEA to identify pathways and unifying themes. The GSEA method focuses on gene sets rather than a handful of high scoring genes at the top and bottom (which can suffer from arbitrary cutoff regarding fold-change or significance) giving more reproducible and easy to interpret results [20]. When necessary, we plotted enrichment maps of gene sets to aid interpretation [21]. Interestingly, we found a positive correlation of PRA transgenics with gene sets comprising amplicons previously identified in human breast cancer (Fig. 3a). One example is amplicon 16p13, which was previously correlated with luminal breast cancer subtype and comprises effector proteins such as proteases [28]. For genes downregulated in PRA transgenics, we identified three clusters based on the enrichment map (Fig. 3b). Not surprisingly, one cluster (ii) included gene sets related to mammary gland morphological changes or breast cancer subtypes. For example, a set comprising genes downregulated in ductal carcinoma vs normal ductal breast cells identified by laser microdissection and microarray analysis [34] and another set of genes that were downregulated in HMLE cells (immortalized nontransformed mammary epithelial) cells after loss of function of E-cadherin (CDH1) achieved by RNAi knockdown or by expression of a dominant-negative form [35]. Of note, mammary glands of PRA transgenics exhibited diminished E-cadherin in a disorganized pattern [13]. Another region in the map (ii) clustered gene sets related to estradiol or tamoxifen response like one set of genes downregulated in breast cancer SUM44/LCCTam cells resistant to 4-hydroxytamoxifen relative to the parental sensitive cells [36]. Importantly, in PR-positive breast cancer patients who received local therapy followed by adjuvant tamoxifen, high PRA:PRB ratios predicted shorter disease-free survival, indicating resistance to tamoxifen [7]. Our third (iii) identified cluster included gene sets comprising targets of polycomb complexes. In particular, Polycomb Repression Complex 2 (PRC) targets that possess H3K27me3 mark in their promoters and are bound by SUZ12 and EED Polycomb proteins [37]. This suggests that PRC2 may be an upstream regulator accounting for the high number of downregulated genes in PRA transgenics. Interestingly, H3K27me3 mark has been positively associated with the LumA subtype compared to all other subtypes in a cohort of breast cancer patients [38].

We then performed GSEA analysis using the Hallmark collection (Table 2). We found positive enrichments mainly in metabolic pathways for the PRA transgenics phenotype. Changes in metabolism during tumorigenesis are well known. Our analysis suggests metabolic plasticity, as oxidative phosphorylation in addition to glycolysis were significantly enriched, and this adaptability may be important as tumorigenesis progresses [39]. Pathways negatively correlating with PRA transgenics phenotype pointed to an anti-inflammatory effect. PR action has been linked previously with inhibition of inflammatory response in breast cancer cells [40] and myometrial cells [41]. However, the uterine phenotype of PRA transgenics included endometritis and pelvic inflammatory disease (together with hyperplasia) [42], therefore effects on inflammation may be context-dependent in PRA transgenics. Recently, Cai et al. analyzed gene expression from four distinct stages of mammary tumor progression using the MMTV-PyMT mouse model and found similar enriched hallmark pathways amongst up and downregulated genes in the hyperplasia stage [43]. For example, apical junction, epithelial to mesenchymal transition, UV response, KRAS signaling up, IL2 STAT5 signaling and hypoxia (all also enriched in the present study) were enriched in the down-regulated DEGs at normal to premalignant (hyperplasia) transition in the MMTV-PyMT model. Importantly, most DEGs identified in the same study in the late carcinoma stage first appeared in the much earlier hyperplasia stage, consistently with previous human cancer studies [29, 30]. This prompted us to compare the hallmark pathways identified for PRA transgenics to those obtained using the same methodology in a much larger data set of human breast cancer samples [22, 23]. Interestingly, we found significant overlapping between pathways exclusively with luminal breast cancer subtypes (Table 4). Rojas et al. have recently classified human breast tumors according to their PRA:PRB ratio (high versus low) by western blot detection and predicted according to the PAM50 gene set that PRB-High and PRA-High tumors were either luminal B or A phenotypes, respectively [10]. It would be interesting to determine by the same method the intrinsic subtype based on PRA transgenics gene expression profile, as at least by our approach overlapping with luminal B subtype is predicted according to pathway analysis. Finally, we explored the potential prognostic value of common candidate genes from the most significantly enriched pathways and found an association with worse relapse free survival and high PDHB (upregulated in PRA transgenics, Fig. 4) or low LAMB3 (downregulated in PRA transgenics, Fig. 5) for luminal breast cancer subtypes. To the best of our knowledge, this is the first report of the potential prognostic value of this particular laminin subunit and PDHB in breast cancer.

## Conclusion

Further characterization of these and other genes identified in the present study would greatly increase our understanding of the early tumorigenic events associated with high PRA:PRB ratio and the underlying biological mechanisms and may provide new prognostic markers for breast cancer.

## Additional files

Additional file 1: **Table S1.** Provides a complete list of the genes identified by GSEA analysis contributing to the upregulated oxidative phosphorylation pathway in both PRA transgenics and LumB breast cancer subtype. **Figure S1.** Provides TIMM9 expression, from the oxidative phosphorylation pathway, in samples from the METABRIC study, classified by subtype and relapse-free survival curves according to TIMM9 expression for the luminal breast cancer subtypes. **Table S2.** Provides a complete list of the genes identified by GSEA analysis contributing to the downregulated TNFA signaling via NFKB pathway in PRA transgenics, LumA and LumB breast cancer subtypes. **Figure S2.** Provides expression of genes, other than LAMB3, from the TNFA signaling through NFKB pathway in samples from the METABRIC study, classified by subtype. **Figure S3.** Provides relapse-free survival according to expression of the genes presented in Figure S2. for the luminal breast cancer subtypes.

## Abbreviations

BiNGO: Biological network gene ontology
DEG: differentially expressed genes
ER: estrogen receptor
FC: fold changes
GO: Gene ontology
GSEA: Gene set enrichment analysis
LAMB3: laminin subunit beta 3
LumA: Luminal A
LumB: Luminal B
PDHB: Pyruvate dehydrogenase E1 component subunit beta, mitochondrial
PR: Progesterone receptor
PRA transgenics: Transgenic mice carrying an additional A form of progesterone receptor
PRA: Progesterone receptor isoform A

How the deposited data were processed for this re-analysis (not part of the article)

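Mammary gland RNA of 3 wild-type and 4 PRA transgenic mice was measured on 7 Agilent arrays against a common mouse reference RNA. For each array the authors deposited the scanner output of Agilent Feature Extraction, whose processed intensity values had been background-subtracted, spatially detrended and dye-normalized by that software, with surrogate values for dim signals. The authors also deposited a series table of log2 ratios, which was found from the files to be the log2 ratio of the processed intensities, averaged over spots and centered on the median of the 7 arrays for each probe. Sample conditions and replicate numbers were taken from the sample labels and the paper.

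From the processed intensities the log2 ratio of Cy5 to Cy3 was computed, without control spots and outlier spots, and spots of a probe were averaged. Of 56605 probes, 34288 with Cy5 well above background on all arrays of at least 1 genotype were kept and 22317 were not. Probe names were updated through a table of RefSeq genes of GRCm38.p6, used for names only. By accession 33903 probes were named, by symbol 9458 and by an older symbol 488, and 12756 kept the name in the files. Probe positions are those of the files, on mm9. The comparison used lmFit and eBayes of limma 3.58.1 in R 4.3.3 with Benjamini-Hochberg adjustment. Gene sets were tested with fgsea 1.28.0 (10000 permutations, sets of 15 to 500 genes, seed 1) and with camera (correlation 0.01, or estimated) and fry of limma. For gene sets the brightest kept probe stood for a gene. The FDR of a set is the Benjamini-Hochberg adjustment over the sets tested. The steps were tested on simulated data for this comparison. Each simulated probe varied independently, with no effect shared across an array, and the planted changes were 2-fold or more. The counts from it therefore say little about errors where probes move together. Of 200 probes changed among 34248, limma found 128 at an adjusted p under 0.05, with 2 unchanged probes, and at P under 0.01 and 2-fold it found 159, with 100 unchanged probes.

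The tests, the alternatives and the rule for the genes named were fixed before the data were examined, except where a choice is said to have been made later. The genes named are Pgr, the genes of Table 4, the 5 largest rises and 5 largest falls among probes that pass the threshold with genotypes that do not overlap, and genes of Table 1 that go the opposite way or could not be tested. Those that could not be tested were in the end left unnamed. Where a gene has several probes, the brightest in Cy5 stands for it. The largest rises and falls are the exception, each being the probe with the largest change of its gene among those that pass. The alternatives were another background correction (normexp with offset 50, then loess), the series table, no filter or a stricter filter on dim probes, Cy5 alone, quantile normalization, the methods' t-test with and without the filter, an intensity trend, array weights, the replicate number as a block, each array left out in turn, the median over the probes of a gene, other gene set tests and, for clustering, correlation as the distance. For each count of probes this made 18 alternatives set beforehand and 1 added later. The slide as a block could not be fitted, since there was 1 slide.

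Marker lists written before the data were examined covered T cells, B cells, macrophages, luminal and basal epithelium, white and brown adipocytes, skeletal muscle, endothelium, fibroblasts, Schwann cells, proliferation, respiratory chain genes and immediate-early genes. A list of lymph node genes was written later. The spread of the negative control spots was first taken as the SD and then, after its result was seen, also as the median absolute deviation. Hallmark, KEGG, gene ontology and perturbation sets, and the human tumor data, were not analysed here.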

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

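The tests on other probes of a gene and on the Cy3 reference, and the reading of the respiratory chain list without PRA transgenic replicate 4, were chosen only after the results were seen, and the test of the skeletal muscle list was set beforehand.

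Skeletal muscle markers had 1 PRA transgenic array far from the other 3 (gap over range 0.960). The mean log2 ratio of the list was 2.70 in PRA transgenic replicate 4 and between -0.24 and -0.12 in the other PRA transgenic arrays. It was also high in wild-type replicates 1 and 3 (1.95 and 3.04) and low in replicate 2 (-0.25). The endothelium list had PRA transgenic replicate 2 apart (0.971), at 4.13 against 4.42 to 4.43 in the others, close to the wild-type range of 4.16 to 4.33. In 49 groups of 4 examined, 2 stood out, and chance gives about 2.45, so the endothelium difference carries little weight. The muscle signal appears in both genotypes. Body wall muscle taken with the gland is a candidate explanation for it, and no other test bears on it. For higher respiratory chain genes in PRA transgenic glands, the test set beforehand, a rise of the muscle list, gave a median log2 fold change of -0.99 that lies within its spread (two-sided exact permutation test of the array means, p = 0.371; -1.86 to -0.33 with each array left out). Without PRA transgenic replicate 4, the PRA transgenic array with the muscle markers, the score of the respiratory chain list was 2.42, against 1.81 with it. The list was highest on PRA transgenic replicates 1 and 3 (1.40 and 1.30), where the muscle list was -0.12 on both. This argues against muscle in the PRA transgenic glands as the reason.

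Probes A_30_P01027230 and A_66_P129469, which the paper's text and tables do not name, were higher in PRA transgenic glands by 3.56 and 3.94 on the log2 scale, in 4 of 4 arrays. In Cy5 alone they rose by 3.54 and 3.24, and the Cy3 reference changed by 0.007 and -0.72. For A_66_P129469 the reference was well above background on 2 of 4 PRA transgenic arrays, and part of the rise in the ratio lay in the reference. For Kdm4a and Rps3a1, whose probes also passed an adjusted p under 0.05, a change of the whole gene is argued against. The largest change among their other tested probes was 0.18, so a variant of the sequence or transcript that differs between the animals of the groups may lie behind these probes. For the chromosome 12 region this stays open. Its other probes rose by 0.66 and 0.37, with every PRA transgenic array above every wild-type array, so a smaller rise of the whole region is not excluded. A_66_P129469 is the only probe of its transcript, so it was not tested there. An effect of the transgene on a particular transcript stays open and was not tested.

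The Cy3 reference, which is not a sample of either genotype, had 91 probes at P under 0.01 and 2-fold between the genotypes, 78 of them lower on the PRA transgenic arrays. Of the 35 splits of the arrays, 2 gave as many, the real one included. Among probes with both channels well above background on all arrays the reference had 9 such probes against 47 in the log ratios. This argues against 2-fold changes of the reference as the reason for most of those 47. At P under 0.05 with no limit on size, however, the reference had 2732 of these probes and the log ratios 2212. A slide row effect equal on both channels would cancel in the ratio, so these counts do not test it. Among the remaining dimmer probes the reference had 90 and the log ratios 241. There genotype and slide row cannot be told apart, because each genotype lay in a row of its own. A slide row effect on the Cy5 channel alone was not tested.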

How the results depend on the processing

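The array column as a block, and for clustering the Cy3 reference alone and the series table without a filter, were chosen after seeing the data. The slide as a block was not run because there was 1 slide. No value of Pgr was obtained with both channels well above background. Unless a cause is named, the cause was not tested.

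The number of probes at adjusted p under 0.05 was 4. It was 15 with no filter on dim probes, 1 by the methods' t-test, 16 by the methods' t-test with no filter, 10 with array weights and 0 with the array column as a block, and it ranged from 1 to 12 with each array left out, the highest without PRA transgenic replicate 4. The number at P under 0.01 and 2-fold was 273. It was 36 after normexp and loess, 730 with no filter, 47 with both channels well above background, 130 by the methods' t-test, and from 225 to 449 with each array left out, again highest without PRA transgenic replicate 4. At P under 0.05 and 1.5-fold the number was 1552. It was 328, 3367, 468 and 996 under the same settings, and from 1382 to 2334 with each array left out. Normexp adds an offset of 50 that shrinks the ratios of dim probes. Quantile normalization changed the share of higher calls at 2-fold from 29.7% to 48.0%, and shifted the median log2 fold change from 0.02 to 0.06. Signal over background limits these counts, since 41 of the 273 probes were well above background in both channels on all arrays.

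The replicate numbers were not taken to pair the animals. Deviations from the group means of wild-type and PRA transgenic arrays with the same number had correlations of 0.10, -0.30 and 0.04. Wild-type replicate 3 carries the number 4 elsewhere in the deposit, so its pairing with PRA transgenic replicate 3 is in doubt. Its correlation with PRA transgenic replicate 4 was -0.08, and the array column as a block, which pairs these 2, gave 0, 265 and 1484 probes. With the replicate number as a block, which leaves PRA transgenic replicate 4 without a partner, the counts were 0 at adjusted p under 0.05, 455 at P under 0.01 and 2-fold and 2444 at P under 0.05 and 1.5-fold, and 136 Reactome sets were called. In the same block fit the scores of mTOR signalling, the complement cascade and cell junction organization turned to -0.62, 0.68 and -1.01.

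Pgr changed by -0.00781 in Cy5 alone and by -0.10 after normexp and loess, against -0.65, and turned to 0.31 without wild-type replicate 1 (range -1.19 to 0.31 with each array left out). Table 1 genes past the threshold numbered 21, 12 after normexp and loess, and 10 with both channels well above background, where 30 genes were tested. The count of Table 4 genes was 13 and lay between 10 and 15 under all alternatives. Among single genes, Pde4b turned to 0.0463 in Cy5 alone and 0.0391 after quantile normalization (-0.18 to 0.10 with each array left out), and Lamb3 turned without wild-type replicate 3 (-0.62 to 0.0390). Clustering by genotype passed p under 0.05 with no filter (12.8) and with the series table without a filter (12.82). It did not pass with each array left out (0.97 to 10.4), where 6 arrays cannot give p under 0.05.

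The number of Reactome sets was 43. It was 2 by camera, 0 by fry, 0 by camera with estimated correlation, 107 after normexp and loess, 118 after quantile normalization, 6 with the median over probes, and 12 to 226 with each array left out, lowest without PRA transgenic replicate 1 and highest without replicate 4. The respiratory chain list lost its call by fry (p = 0.623) and camera with estimated correlation (p = 0.667), and its score was 0.64 to 2.42 with each array left out. The number of cell type lists called was 2. It was 0 by fry, 0 by camera with estimated correlation, 4 after normexp and loess, after quantile normalization and with the median over probes, and 0 to 5 with each array left out, 0 without wild-type replicate 1. The immediate-early list passed an unadjusted p under 0.05 in all 18 alternatives, and after adjustment over the lists it passed in all but fry (adjusted p = 0.111) and camera with estimated correlation (adjusted p = 0.227). The genomic neighborhood test passed in none of its 3.

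Several Reactome sets changed direction. By camera, fry and camera with estimated correlation in turn, mTOR signalling (p = 0.306, 0.663 and 0.655) and cell junction organization (0.545, 0.681 and 0.657) fell, and the complement cascade (0.186, 0.556 and 0.585) and steroid hormones (0.688, 0.372 and 0.685) rose. Ranked by moderated t, mTOR signalling scored -0.92, cell junction organization -0.92 and steroid hormones 0.70. After normexp mTOR signalling scored -1.06. In Cy5 alone it scored -1.18 and steroid hormones 0.84. With no filter fatty acid metabolism scored -0.61. After quantile normalization interferon gamma signaling scored 0.63, the complement cascade 1.23 and steroid hormones 0.60. With the median over probes mitotic prometaphase scored 0.66, DNA repair 0.85, interleukins 0.80, the complement cascade 0.80, hedgehog 0.93 and steroid hormones 0.52.

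With each array left out, scores ran from -0.55 to 2.36 for respiratory electron transport with ATP synthesis, -0.66 to 1.54 for glycolysis, -0.48 to 1.99 for cholesterol biosynthesis, -0.70 to 1.31 for fatty acid metabolism, -1.42 to 1.57 for mitotic prometaphase, -0.86 to 1.15 for mTOR signalling, -1.48 to 0.94 for DNA repair, -1.67 to 0.62 for interferon gamma signaling, -1.35 to 1.30 for the complement cascade, -1.45 to 1.18 for hedgehog, -1.45 to 0.93 for apoptosis, -1.08 to 1.20 for cell junction organization, -1.68 to 1.03 for mitotic G2-G2/M phases and -0.76 to 1.13 for steroid hormones. Of the sets that changed direction with an array left out, mitotic prometaphase passed an FDR of 25% in the new direction, at 1.57 without wild-type replicate 3. Some sets that did not pass with all arrays passed in alternatives without changing direction. In the paper's direction, interleukins did so in 4 of 18 alternatives. Cholesterol biosynthesis, interferon gamma and TGF-beta signaling did in 3 each. Glycolysis, fatty acid metabolism and mitotic G2-G2/M phases did in 2 each. Opposite to the paper's direction, DNA repair did in 2 and mitotic prometaphase in 1.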

Differences from the paper's values

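The paper's heading of Table 1 gives 12 upregulated and 43 downregulated genes, and by their brightest probe 4 and 17 passed P under 0.05 and 1.5-fold in the direction listed. None of the alternatives set before the data were examined came within 1.5 times, the nearest being 5 and 21 with no filter on dim probes. With any probe of a gene counted by the methods' t-test with no filter, a reading chosen after the values were seen, 56 of the 56 symbols printed passed.

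The paper's fold change of Timm9 is 1.8, and that of its brightest probe was 1.25. The median over the gene's probes (1.58) was within the replicate SD of the paper's value, and no other alternative was. The paper's folds of Lamb3, Pde4b and Fosb are -2.3, -2.0 and -1.9, and those of the brightest probes were -1.25, -1.03 and -1.29. No alternative set before the data were examined brought these within the replicate SD. Taking for each gene the probe with the lowest P by the methods' t-test with no filter, which was chosen after the values were seen and searches over probes, gave the paper's fold within 0.1 and its P within 0.001 for 17 of 19 genes, Lamb3, Pde4b and Fosb among them. For Timm9 and Egr3 that probe did not match, but probes A_52_P182520 (1.88, the paper's 1.8) and A_52_P440836 (-2.88, the paper's -2.9), also picked out after the values were seen, did. For 13 of the 19 genes that probe was also the brightest, and for 15 it passed the filter on dim probes. For Kynu, Lamb3, Pde4b and Fosb it did not, so these folds rest on dim signals and are not well determined. Kynu, not tested with the filter, passed P under 0.05 without it by its brightest probe, whose Cy5 signal was not well above background on any PRA transgenic array.

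The paper's counts at P under 0.01 and 2-fold are 401 probes in all, 92 higher and 255 lower, which do not sum to the total. The counts of 273, 81 and 192 are within 1.5 times of these, and the methods' t-test with no filter gave 400, 115 and 285.

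The paper states that the genotypes were recognized by unsupervised clustering. Over the probes kept no genotype formed a branch (p = 0.143 by the exact permutation test), and a branch formed with no filter on dim probes and, over the probes kept, without PRA transgenic replicate 4. With the series table without a filter and in the Cy3 reference alone, both chosen after seeing the values, a genotype formed a branch too.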

Other observations

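The counts over splits of the probes with both channels well above background, the reading of the lymphoid lists without wild-type replicate 1, the lymph node genes and the median absolute deviation of control spots were chosen only after the results were seen.

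By the share of splits, chance cannot be excluded for the counts of probes. Of the 35 splits of the arrays into 3 and 4, as many probes as the real split were given by 2 at adjusted p under 0.05, by 3 at P under 0.01 and 2-fold, and by 6 at P under 0.05 and 1.5-fold, the real one included. PRA transgenic replicates 1, 2 and 3 against the rest gave 396 probes at 2-fold against 273 for the genotypes. That split moves only PRA transgenic replicate 4, so a difference between the genotypes would carry into it, and it says little about chance. Wild-type replicate 3 with PRA transgenic replicates 2 and 3, which mixes the genotypes, gave 331. Among probes with both channels well above background, 11 splits gave 47 or more. No split other than the real one follows the slide rows. At adjusted p under 0.05 the other split was wild-type replicates 1 and 3 with PRA transgenic replicate 4, with 8 probes against 4 for the genotypes. These are the 3 arrays with high skeletal muscle markers, so that split is not a random one and carries little weight for this count. No further split gave 4, the next having 3.

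The called genes were not gathered in one region. The largest number within a window of 10 Mb was 6 of 266 called genes, and random draws of as many tested genes gave a median of 7 (p = 0.984 by permutation). A chromosomal segment linked to a transgene is therefore argued against for the called genes as a whole, but not for single probes.

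Immediate-early genes were lower as a set in PRA transgenic glands. Of 36 genes 31 were lower, with a median log2 fold change of -0.54 (camera, adjusted p = 2.53e-09 over the lists; fry, adjusted p = 0.111), and the list mean was lower in all 4 PRA transgenic arrays than in all 3 wild-type arrays. Of the list, 8 genes are in Table 4. The 28 outside Table 4 had a median of -0.37 (fry, p = 0.0279; two-sided exact permutation test of the array means, p = 0.0571). These genes respond within minutes to handling of tissue. A difference in the time or manner of harvest could lower both them and the inflammation genes. The test set beforehand came out as this explanation predicts. Lower signaling in the gland through the transgene would give the same outcome and was not tested. The test therefore does not decide between them, and the list shares genes with the pathway to be explained. The 8 downregulated genes of Table 4 outside the list also fell, by a median of -0.75, in genes chosen for that fall.

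T cell and B cell markers both fell, which is the outcome set beforehand for fewer lymphoid cells in PRA transgenic glands, with medians of -0.84 (17 of 17 genes) and -0.52 (7 of 10 genes). Both falls rest on wild-type replicate 1, where the list means were 1.43 and 1.00, against at most -0.61 and -0.46 on any other array. Without that array the medians were -0.08 and 0.19, while the downregulated genes of Table 4 still had a median of -0.77 and 16 of 16 were lower. This argues against lymphoid cells as the reason for the lower Table 4 genes as a group, but not for the TCR signaling set. The Table 4 genes were chosen for their fall on these arrays, which favors falls that do not rest on a single array. The values therefore do not bear on inflammation genes outside Table 4. Lymph node tissue left in that gland is a candidate explanation of its markers. Lymph node genes outside the lists had a mean of 2.26 on this array against 1.30 on the next highest, but 3 of 8 genes were highest there. Ccl19, Ltb and Tnfrsf13c were, and Ccl21a and Cxcl13 were not, so the test is not decisive. An infiltrate of lymphocytes in that animal stays open.

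For the respiratory chain genes, more adipocytes may be an explanation that remains open. White adipocyte markers had a median of 0.13, with 12 of 15 genes higher (camera, p = 0.0627; two-sided exact permutation test of the array means, p = 0.657), and brown adipocyte markers a median of -0.12. Of the brown list, Cox7a1 and Cox8b are also respiratory chain symbols. Skeletal muscle is argued against above.

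The other lists did not pass an adjusted p under 0.05 by camera over the probes kept. Their median log2 fold changes were 0.08 for macrophages, 0.02 for luminal epithelium, 0.14 for basal epithelium, 0.17 for endothelium, -0.11 for fibroblasts, 0.08 for Schwann cells and -0.13 for proliferation. Some of them passed in alternatives. Basal epithelium did after normexp and loess, after quantile normalization, in Cy5 alone, with the median over probes and without wild-type replicate 3. Proliferation passed in opposite directions, at -0.57 without wild-type replicate 2 and 0.52 without wild-type replicate 3, and at -0.22 after quantile normalization. White adipocytes, endothelium, fibroblasts and B cells each passed in at least 1 alternative. The lists called by camera were the respiratory chain, immediate-early, T cell and skeletal muscle lists, and after adjustment over the lists fry called 0 of them. For luminal epithelium and Schwann cells the mean had the opposite sign to the median.

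The negative control spots also differed between the rows of the slide. Their Cy5 SD was 2.65 ± 0.379 in wild-type (SD, n = 3) and 13.1 ± 11.3 in PRA transgenic arrays (SD, n = 4) (two-sided exact permutation test, p = 0.114). The median absolute deviation, computed after this result was seen because a few spots dominate the SD, was 2.19 ± 0.108 and 3.38 ± 0.424 (exact permutation test, p = 0.0286). In Cy3 the same measure gave p = 0.429 (exact permutation test). No explanation was tested.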
